A study of Ectocarpus sp. Ec32 with 40 samples. Its data were reported in "Histone modifications during the life cycle of the brown alga Ectocarpus" (2021).

How the data were processed

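The deposited files hold data from the brown alga Ectocarpus, strain Ec32, in its gametophyte (GA) and in its partheno-sporophyte (SP), a sporophyte that grows from an unfertilised gamete and therefore carries the genome of that gamete. The RNA values are a count table that the authors deposited, with 1 integer count per gene and library and 2 libraries per generation (GA 1, GA 2, SP 1 and SP 2), which the methods describe as duplicate cultures. The authors aligned RNA reads with TopHat2, removed duplicate reads, and counted reversely stranded reads per gene with featureCounts 1.6.4. ChIP reads were aligned with Bowtie2 2.2.5 and peaks were called with MACS2 2.1.1 on both replicates pooled, which leaves 1 peak list per mark and generation and no replicate error for any mark. A workbook the authors deposited holds a log2 fold change, a p-value, an adjusted p-value and a TPM (the share of all transcripts that come from a gene, scaled for its length) per gene. These were used only to compare with the counts, because 252 of 17454 genes (1.44%) in it carry counts other than those of the count table. Another 16 columns of the workbook were not used, of which 12 belong to 4 other libraries. The series has 40 samples, of which 16 (input, MNase, H2A.Z and H3K27me3) have no file here and were not analysed here.

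TPM was computed here from the deposited count and the exon length in the same table. Peak files of H3K4me2 and H3K14ac carry a deposited score per peak. In the deposited files of H3K36me3, H3K79me2 and H4K20me3 every score is 0, and the other values are sub-blocks, the stretches of each region that pass the stronger of 2 cut-offs. For these marks no ranking of peaks by score was possible. The cut-offs differ between generations: 20 in GA and 10 in SP for H3K14ac, 23 and 13 for H3K4me2, 75 and 50 for H3K36me3 (weaker cut-offs 74 and 45), 40 and 40 for H3K79me2 (35 and 30), and 35 and 35 for H4K20me3 (20 and 30). A cut-off refers to the signal of its own list, so a lower number is not by itself a looser one.

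Gene positions come from the count table. The paper points to the Ectocarpus assembly held at Orcae (EctsiV2), and no genome sequence or annotation was given here. Of 17476 genes in the table, 22 lie in the female sex-determining region and were set aside, which leaves 17454, of which 1112 lie on unplaced scaffolds, gathered as chromosome 0. The summed exon length is a multiple of 3 for 65.3% of genes, so many gene models are coding sequence alone and the start used here (TSS) is the annotated 5′ end, which can lie downstream of the true transcription start.

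Differential expression was tested with the edgeR 4.0.16 quasi-likelihood test on all genes that passed filterByExpr, with TMM scaling and generation as the only term. A gene is called generation-biased at Benjamini-Hochberg adjusted p under 0.05, fold over 2 and mean TPM over 1 in the higher generation. The p and fold thresholds are those of the methods, the TPM minimum is that of the results text, and its use on the mean of the higher generation was chosen here. DESeq2 1.42.0 was the other tool, and RLE or upper quartile scaling, no filter, no minimum of fold or TPM, a replicate block and leaving out each library were run beside it. Log2 fold changes are SP minus GA, so positive values are higher in SP. Where a generation had no count, the fold is given as a lower bound with 3 counts in place of 0, the largest mean not excluded at 95% confidence.

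Gene lists were tested with camera and fry of limma 3.58.1. Camera asks whether the genes of a list move more in 1 direction than all other genes. It was run with a preset correlation of 0.01 between genes or with a correlation estimated from the 4 libraries. The run with an estimated correlation also tests with the few residual degrees of freedom of 4 libraries. It therefore has little power, and a pass lost in it is not evidence against a list. Fry asks whether the genes of a list change at all, in 1 direction or in both. Lists were those of the study (its generation-biased genes and 7 functional categories of them, histones, histone-modifying enzymes, IMM-regulated genes, EsV-1-7 genes), the TALE homeodomain factors, a pair of meiosis genes, the genes of the viral insert and the genes of chromosome 13, the sex chromosome. Lists the study chose on these same samples are not independent evidence. Lists built from gene descriptions were not used, because descriptions were at hand for some genes only.

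H3K4me2 and H3K14ac were assigned to a gene with a peak within 500 bp of its TSS, H3K36me3 and H4K20me3 with a peak anywhere over the gene body, and H3K79me2 where peaks cover more than 50% of the gene body. Genes and gene pairs are not replicates. Differences across genes were tested with an exact rotation test, which shifts the marks along the gene order of the genome by every possible offset and so keeps the clustering of neighbours. Peak positions were compared with 1000 random placements, where the smallest possible p is 0.001. Intervals on shares and ratios are 95% and cover counting error only.

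Named genes were picked by rules: per direction the 6 with the largest fold, the 6 with the largest fold that have a description, the 2 with the highest TPM, the 3 with the largest fold that have a mark only in the higher generation, and every member of lists of 5 or fewer genes. Samples, thresholds, lists, tests and most alternatives were fixed before the data were examined. The test of direction at genes that change a mark by Fisher's exact test, the comparisons without the first 2 Mb of chromosome 5, the workbook counts, the correction for filled start positions and some of the leave-one-out runs were added after results had been seen.

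On simulated counts with known changes in 200 genes, edgeR called 32, 94, 98 and 100% of 50 genes each at 2, 3, 4 and 8-fold, with 9 unchanged genes called among 15675. Camera found a planted list and called 0 of 40 random lists. The rotation test called 5% of 200 sets with no difference, 52% of 50 at 0.1 log2 and 100% at 0.3 and 0.6 log2. Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9) and R 4.3.3 were used. The total counts were 8883936, 9243663, 9169206 and 9085888 for GA 1, GA 2, SP 1 and SP 2, and log2 CPM correlated at 0.984 within GA, 0.983 within SP and 0.851 to 0.866 between generations.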

Results

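Ectocarpus alternates between a gametophyte, which makes gametes, and a sporophyte. RNA and the positions of 5 histone marks were compared here between the gametophyte (GA) and the partheno-sporophyte (SP), a sporophyte grown from an unfertilised gamete. The 4 RNA libraries (2 cultures per generation) detected 16386 to 16454 genes with at least 1 count. The 10 genes with most counts took 0.607 to 0.661% of the counts left after duplicate removal, which can lower this share. Each mark has 1 list of peaks per generation, made from both replicates together.

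The partheno-sporophyte has more RNA of a developmental regulator and of some members of a virus-related gene family. SAM (Ec-27_006660; chromosome 27, 6086544 to 6090872), a TALE homeodomain transcription factor needed for the sporophyte programme, rose from 10.9 TPM in GA (SD 1.82, n = 2) to 63.6 in SP (SD 2.1, n = 2), 5.82-fold (log2 2.54, SE 0.14, edgeR adjusted p = 0.00156). Its partner ORO (Ec-14_005920) was expressed in both generations, at 72.7 and 91.4 TPM, and was not called (log2 0.34, SE 0.09, adjusted p = 0.0748). Of the 5 genes with an EsV-1-7 domain (a protein motif shared with a brown algal virus) that the study lists as generation-biased on these samples, so not independent evidence for the family, 4 were called and all 4 were higher in SP. The largest changes were those of Ec-13_001090 (1.30 TPM, SD 0.746, to 68.3, SD 1.14; 52.5-fold; adjusted p = 0.00109) and Ec-24_000490 (10.4-fold, adjusted p = 0.00837). With 1 library left out 2 to 4 of them were called, and the calls of Ec-24_000490 (adjusted p = 0.0614) and Ec-08_004760 (adjusted p = 0.0562 and 0.0705) were lost. In all, 1092 of 15675 tested genes were called generation-biased, 659 of them (60.3%) higher in SP and 433 higher in GA. Without the fold minimum 46.8% were higher in SP, and with 1 library left out 694 to 922 genes were called.

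**Figure D1:**
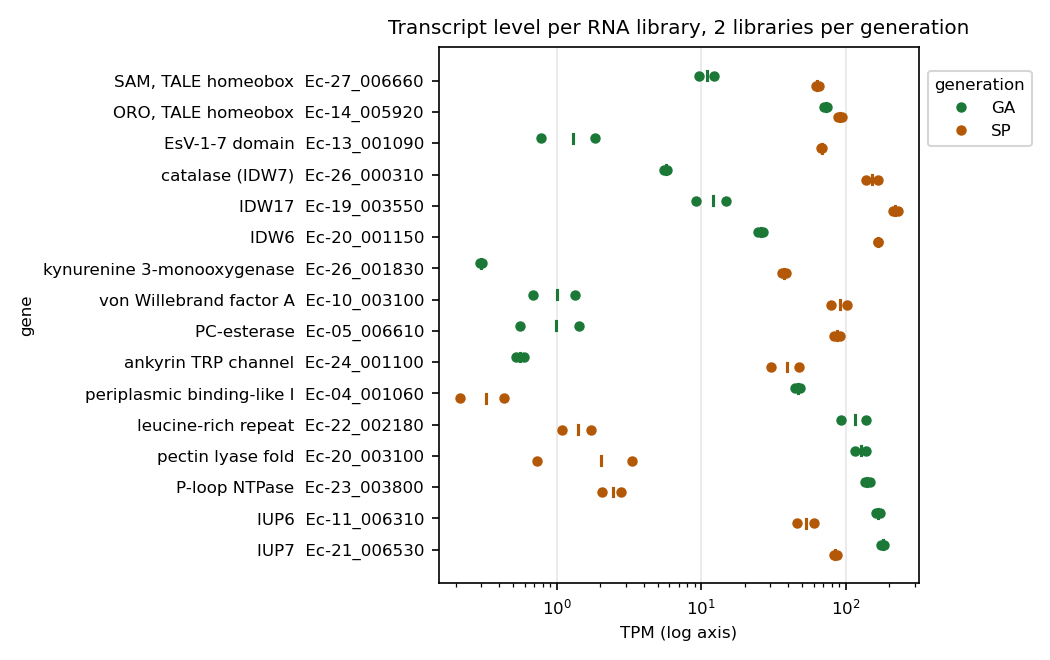
TPM in each RNA library of 16 named genes on a log axis, with GA in green, SP in orange and a tick at the mean of the libraries of a generation.

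The SP-biased genes with the largest folds are silent or nearly silent in GA. Ec-04_004500 had no count in GA and 44.2 TPM in SP (at least 70.5-fold), and the PC-esterase Ec-00_008940 33.3 TPM (at least 59.9-fold). Also without a count in GA were Ec-04_004340 with 7.70 TPM (at least 45.7-fold), the long non-coding RNA Ec-13_000017 with 10.2 TPM (at least 35.4-fold), and Ec-03_004500 with 30.6 TPM (at least 26.8-fold). The long non-coding RNA Ec-01_002875 had 1 count in GA and 732 in SP, a ratio of 727 (interval from counts 130 to 28749). Among genes with a description, kynurenine 3-monooxygenase (Ec-26_001830), an enzyme of tryptophan breakdown, rose from 0.299 to 37.5 TPM (log2 6.89, SE 0.25, n = 2 per generation). An immunoglobulin E-set protein (Ec-18_000060) rose from 0.568 to 67.3 TPM (log2 6.87), and a protein with a von Willebrand factor A domain (Ec-10_003100), a binding domain of extracellular proteins, from 1.01 to 91.4 TPM (log2 6.46). A further PC-esterase (Ec-05_006610) rose from 0.996 to 87.5 TPM (log2 6.44) and an ankyrin-repeat TRP cation channel (Ec-24_001100) from 0.558 to 39.0 TPM (log2 6.12). The SP-biased genes with the highest TPM were Ec-06_000600 (81.0 to 258 TPM, log2 1.67) and Ec-23_003840 (46.6 to 232 TPM, log2 2.32). Their models are short, with 225 and 219 bp of exon, which raises TPM. Genes with a mark only in SP include Ec-02_000825 (at least 18.9-fold; H3K14ac and H3K36me3) and Ec-18_004270 (73.3 TPM in SP, count ratio 214, 38.1 to 8511; H3K14ac, but H3K36me3 and H4K20me3 in GA only). Both lost their call with 1 library left out (adjusted p = 0.0627 and 0.0642 for Ec-02_000825, 0.0550 for Ec-18_004270), as did Ec-03_004500 (0.0525) and Ec-23_003840 (0.0533).

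In the gametophyte the largest folds belong to genes on unplaced scaffolds and on chromosome 5. Ec-00_004920, with a PIN-like fold known from nucleases, had 20.8 TPM in GA and no count in SP (at least 103-fold), Ec-00_000280 28.3 TPM (at least 82.2-fold) and Ec-00_004940 86.3 TPM (at least 71.8-fold). The long non-coding RNA Ec-05_000125 (19.5 TPM, at least 56.7-fold), Ec-05_000375 (8.16 TPM, at least 56.7-fold) and Ec-05_000420 (21.7 TPM, at least 52-fold) all lie in the first 2 Mb of chromosome 5. A protein derived from a Harbinger transposase, the enzyme of a DNA transposon (Ec-00_003740), had 13.7 TPM in GA and no count in SP (at least 36.3-fold). A periplasmic binding protein-like gene (Ec-04_001060) dropped from 46.5 TPM in GA to 0.325 in SP (log2 -7.13, SE 0.21), and a leucine-rich repeat gene (Ec-22_002180) from 116 to 1.41 (log2 -6.33). A pectin lyase fold gene (Ec-20_003100), of a fold shared by enzymes that cut polysaccharides, dropped from 127 to 2.03 (log2 -5.95) and a P-loop nucleoside triphosphatase gene (Ec-23_003800) from 141 to 2.44 (log2 -5.84; n = 2 per generation throughout). The GA-biased genes with the highest TPM were Ec-11_000090 (378 to 164 TPM, log2 -1.20) and Ec-11_001720 (341 to 63.5 TPM, log2 -2.42). Their models are short as well, which raises TPM. Ec-11_000090 was not called when any 1 of the 4 libraries was left out.

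Called genes are more often low in the other generation than absent from it. The median size was log2 2.52 for the 659 SP-biased genes (36.2 against 4.92 TPM in the median) and 2.42 for the 433 GA-biased genes (48.3 against 6.51 TPM), with means of 3.08 and 3.13. In the lower generation 136 SP-biased genes (20.6%) and 82 GA-biased genes (18.9%) had less than 1 TPM, and 14 and 17 had no count at all. DESeq2 called 1162 genes (721 higher in SP, 441 in GA), of which 1030 were shared. Among the genes of the authors' deposited table, 1159 pass the adjusted p and fold thresholds, and 1004 of them were called here in the same direction. Of the 774 genes on the list of the study, chosen partly on these samples and so not independent evidence, 576 were called and 198 were not.

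The study's list of generation-biased genes holds 10 genes altered in mutants of IMM, the EsV-1-7 protein that shapes the early sporophyte. They were chosen for their bias on these samples and do not stand for all IMM-regulated genes. Of these, 5 were called in SP in the direction opposite to the mutant and 1 in the same direction. Of 5 genes that fall in imm mutants, 3 were higher in SP. They are a catalase (Ec-26_000310, IDW7; 5.70 TPM, SD 0.179, to 152, SD 21; 26.7-fold; adjusted p = 0.000514), Ec-19_003550 (IDW17; 12.0 to 221 TPM) and Ec-20_001150 (IDW6; 25.8 to 168 TPM). Ec-04_001390 (IDW1, log2 0.58) and Ec-04_001370 (IDW2, log2 0.17) stayed under 2-fold. Of 5 genes that rise in the mutant, Ec-11_006310 (IUP6, 168 to 53.3 TPM, log2 -1.65) and Ec-21_006530 (IUP7, 180 to 84.8 TPM, log2 -1.08) were lower in SP. Ec-03_000740 (IUP13) was higher (21.4 to 155 TPM, log2 2.86), and Ec-23_004240 (IUP2, log2 -0.87) and Ec-22_003100 (IUP8, log2 -0.64) stayed under 2-fold. The fallen genes as a list moved up in SP (median log2 2.70, camera adjusted p = 0.000188), as did the EsV-1-7 genes (median 2.49, camera adjusted p = 0.000338), and the risen genes moved down (median -0.87, mean -0.28, camera adjusted p = 0.0272). None of the 3 passes with a correlation estimated from 4 libraries (camera adjusted p = 0.376, 0.376 and 0.478), where power is low. Adjusted over the list alone, the counts were 3 of 5, 4 of 5 and 3 of 5. The TALE pair moved up by camera (median 1.44, adjusted p = 0.0297, but adjusted p = 0.467 with an estimated correlation), with 1 of 2 called, also when adjusted over the list alone. Both the IMM and the EsV-1-7 lists were drawn up in the study with these samples in view, so their counts are not independent evidence.

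The pair of meiosis genes comes from the study's list of generation-biased genes and is not independent evidence. The HOP1 homologue (Ec-07_005800, a protein of the meiotic chromosome axis) was called higher in SP (3.28 to 9.46 TPM, log2 1.53, adjusted p = 0.0436) and the DMC1 homologue (Ec-24_003430, a meiotic recombinase) was not (1.91 to 9.09 TPM, log2 2.23, adjusted p = 0.0525), although DESeq2 called both. HOP1 was not called when any 1 of the 4 libraries was left out, so neither call is firm. The pair had a median log2 fold of 1.88 (camera adjusted p = 0.0703), and both genes passed when adjusted over the list alone.

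Of the 7 tested categories of the study's own list, which are not independent evidence, 6 have more genes called higher in SP, and the long non-coding RNAs do not. Among categories that were counted but not tested, DNA or chromatin modification (4 higher in SP, 5 in GA), transposon or viral genes (1 and 4) and vesicle trafficking (0 and 2) also have more genes higher in GA. Of 72 lncRNAs 27 were called higher in SP and 35 in GA (28 and 39 adjusted over the list alone; median log2 -1.21, camera adjusted p = 0.0295, or adjusted p = 0.558 with an estimated correlation). Regulation and signalling had 37 and 15 of 68 (40 and 15 adjusted over the list alone; camera adjusted p = 7.11e-06) and metabolism 47 and 19 of 107 (51 and 21; 0.00144). Membrane and transport had 21 and 9 of 43 (23 and 9; 0.00135), cell wall and extracellular proteins 23 and 13 of 55 (33 and 15; 0.00894), transcription 14 and 4 of 24 (14 and 5; 0.000194) and defence 4 and 1 of 7 (5 and 2; 0.0703). For the whole list the counts were 389 and 187 of 773 (424 and 205; median log2 1.29). Every one of these camera calls is lost with an estimated correlation, a run with little power at 4 libraries. Camera adjusted p ran from 0.376 for the whole list and for membrane and transport, through 0.419 for metabolism, to 0.467 for regulation, cell wall and transcription.

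Few genes for histones and for histone-modifying enzymes were called between generations. Over all 15675 tested genes 1092 were called and 4887 lay at unadjusted p under 0.05. A short list with none called is therefore not by itself a sign of stability. None of 9 linker histone genes, 17 tested core histone genes (30 in the list), 4 variant histone genes or the H3 pseudogene was called by edgeR, with 2, 0, 0 and 0 of them at unadjusted p under 0.05 and 0 by DESeq2. H2A.Z (Ec-26_006500) held at 280 and 261 TPM (log2 -0.09, SE 0.08). Among enzymes 0 of 27 acetyltransferases (7 at unadjusted p under 0.05), 0 of 4 DOT1 genes (0), 0 of 5 arginine methyltransferases (1) and 0 of 20 demethylases (7) were called by edgeR, and 0 by DESeq2. The exceptions are 4 of 41 genes with a SET domain, the fold of lysine methyltransferases, and 1 of 15 deacetylases. Ec-15_002680 (3.96 to 44.3 TPM, log2 3.47, with H3K4me2 in SP only), Ec-15_002050 (9.38 to 31.4 TPM, log2 1.75) and Ec-12_006600 (log2 1.36) were higher in SP. Ec-28_001240 was lower (120 to 36.7 TPM, log2 -1.70), and the deacetylase Ec-15_004560 was higher (26.2 to 52.9 TPM, log2 1.02). With 1 library left out 2 to 4 SET genes were called, and the deacetylase was not called in 3 of these 4 runs. Camera found no shift in these lists (adjusted p from 0.301 to 0.840). For SET genes the median (-0.05) and the mean (0.10) differ in sign, as they do for deacetylases (-0.05 and 0.05), with camera pointing down in both. Fry, which here counts a change in any direction, passed for acetyltransferases (fry adjusted p = 0.000897), SET genes (0.00253), demethylases (0.00253) and deacetylases (0.0165). It does not compare a list with other genes, many of which also lay at unadjusted p under 0.05. The acetyltransferase and demethylase genes that pass the adjusted p stay below 2-fold.

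On chromosome 5 the GA-biased genes crowd the first 2 Mb, a stretch picked after the values were seen. Of 73 tested genes in it, 45 were called higher in GA, none higher in SP by edgeR, and 28 were not called, with a median log2 fold of -5.82 in called genes (49.3 TPM in GA, 0.873 in SP) and 0.02 in the others. The densest 500-kb windows held 14 called of 15 tested genes (adjusted p = 1.45e-18 among 810 window tests by Fisher's exact test), 13 of 17 and 12 of 19. These 45 genes are 10.4% of all GA-biased genes, and 7 of them are long non-coding RNAs. Fewer of these genes had H3K4me2 in SP (17.8%) than in GA (68.9%), while H3K14ac lay at 77.8% of them in GA and 71.1% in SP. H4K20me3 lay at 97.8% in GA and 51.1% in SP, but its list covers less of the whole genome in SP, and the lists have unequal weaker cut-offs. Over the whole chromosome 12.9% of tested genes were called (exact rotation p = 0.0393, or 0.398 adjusted over chromosomes). Chromosome 13, the sex chromosome, had 15.2% against 6.76% elsewhere (44 higher in SP and 14 in GA of 382 tested, 48 and 17 adjusted over the list alone; exact rotation p = 0.0533, or 0.398 adjusted over chromosomes), with a median log2 fold of -0.02, a mean of 0.26 and camera pointing down (adjusted p = 0.840). The counts called on chromosome 13 in either direction fell when any 1 library was left out.

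**Figure D2:**
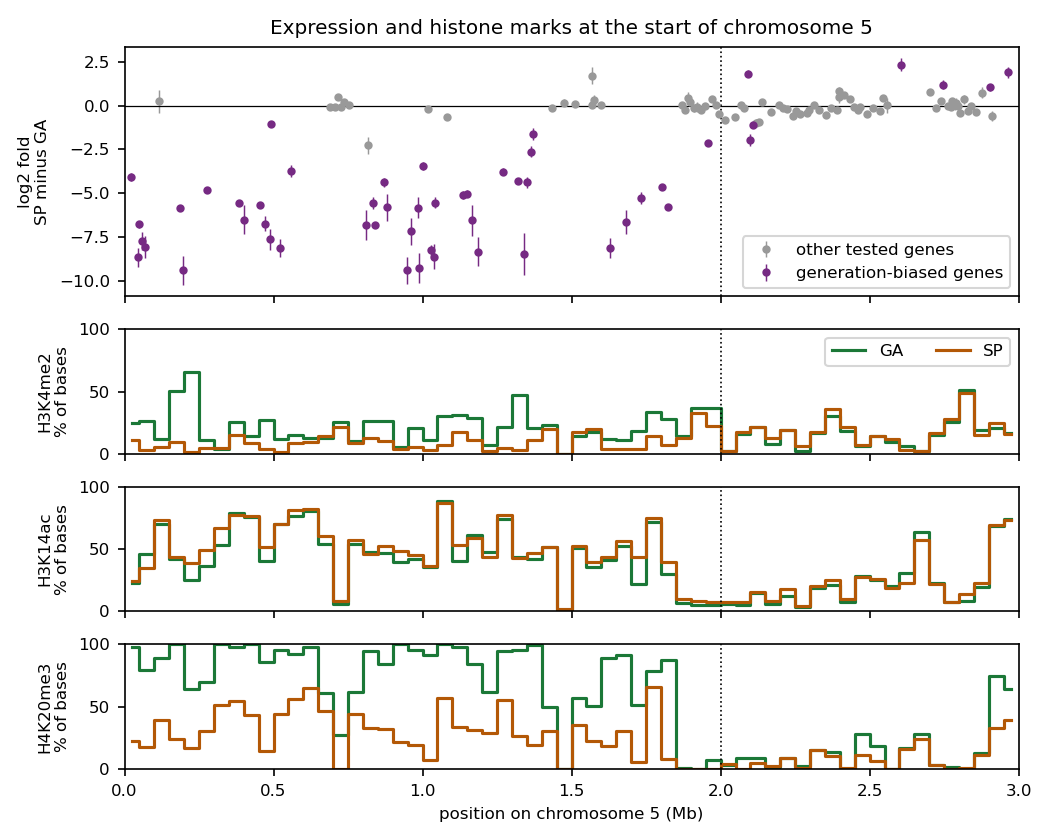
Log2 fold change SP minus GA with standard error of each tested gene, and the covered share of 50-kb windows for H3K4me2, H3K14ac and H4K20me3 in each generation, over the first 3 Mb of chromosome 5, with a dotted line at 2 Mb.

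Most genes carry the marks of active starts in both generations. H3K4me2, dimethylation of lysine 4 of histone H3, lay within 500 bp of the start of 80.1% of genes in GA (13986 genes) and 80.6% in SP (14068), and H3K14ac, acetylation of lysine 14, at 76.5 and 80.1%. H3K36me3, which marks transcribed gene bodies in many eukaryotes, lay over 93.6 and 83.4% of genes, H3K79me2 over 29.8 and 28.8%, and H4K20me3, trimethylation of lysine 20 of histone H4, over 24.8 and 16.9%. Peaks of H3K4me2 (36.4% in GA, 35% in SP) and of H3K14ac (27 and 25.5%) overlapped a start more often than placed at random (17.7 and 17.3%, 12.7 and 13%; permutation p = 0.001, the smallest possible). Those of H4K20me3 did so less often (21.5 and 10.8% against 33.6 and 21.3%). H3K36me3 covered 149 Mb in GA and 126 Mb in SP, H3K79me2 77.4 and 74.4 Mb, and H4K20me3 36 and 20 Mb, with median H4K20me3 peaks of 3520 and 1460 bp. Lists were cut at different signal levels in the 2 generations, so a difference in covered length is not by itself a difference in the mark.

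Genes with H3K4me2, H3K14ac or H3K36me3 are expressed more, and genes with H3K79me2 or H4K20me3 less. The median gene with H3K4me2 had 50.4 TPM in GA against 11.8 without it (mean log2 difference 2.02 in GA and 2.05 in SP), with H3K14ac 48.5 against 26.8 (1.07 and 1.13), and with H3K36me3 46.3 against 3.18 (2.50 and 1.81). With H3K79me2 the median was 24 TPM against 53 (-1.21 in GA, -1.20 in SP), and with H4K20me3 32.3 against 47.6 (-0.78 and -0.72). The exact rotation test gave p = 5.73e-05, the smallest possible, for every mark except H4K20me3 (p = 0.000115). Genes with both H3K79me2 and H4K20me3 were below genes with neither (log2 -1.37 in GA, -1.68 in SP), as were those with H3K79me2 alone (-1.18 and -1.03) and those with H4K20me3 alone (-0.46 and -0.21, exact rotation p = 0.000115 and 0.00338). The class with both marks has 2647 genes in GA and 1515 in SP. It includes silent genes of the viral insert on chromosome 6, 180 in GA and 173 in SP. These lower its mean, and no run without them was made. The order of the 3 classes depends on the definition: with both marks asked to cover 25% of the gene body, the differences were -1.58 and -2.41 for both, -0.99 and -0.94 for H3K79me2 alone, and -1.57 and -3.01 for H4K20me3 alone. Within quintiles of gene length the differences were -1.18 and -1.52, -1.04 and -0.88, and -0.59 and -0.47, so gene length does not account for them.

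**Figure D3:**
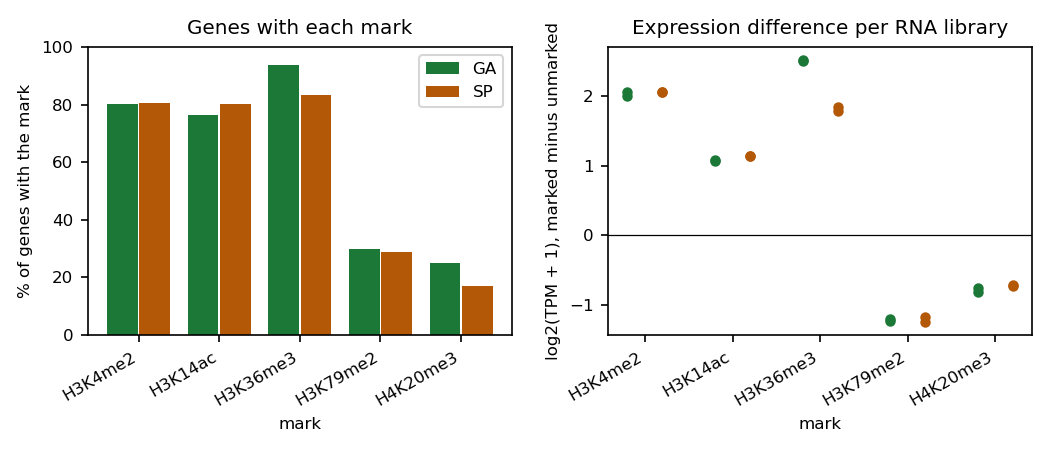
Share of genes with each mark per generation, and the difference of mean log2(TPM + 1) between genes with and without the mark in each RNA library.

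H3K79me2 forms long regions that are shared between generations and that take in most H4K20me3 bases. There were 2781 regions over 5 kb in GA (33.8%) and 2742 in SP (36.7%), with 1.79 and 1.76 genes each on average, and 33 (1.19%) and 9 (0.328%) of these had no counterpart in the other generation. Within 1 kb of a gene start or end lay 48.8 and 48.3% of region borders, against 28.7 and 28.6% of random anchors (permutation p = 0.001). Of H4K20me3 bases 80.3 and 87.2% lay inside, against 42.8 and 41.7% after random placement, while 37.3 and 23.5% of H3K79me2 bases lay under H4K20me3. The longest region in GA spans 4225441 to 4588260 on chromosome 6, 363 kb with 186 genes, of which 4 exceed 1 TPM, and takes in the whole viral insert. In SP the longest is another, 1225961 to 1580520 on chromosome 21, 355 kb with 21 genes (Ec-21_000580 to Ec-21_000780) at a median of 24.7 TPM and 10.2% of its bases under H4K20me3, so a long H3K79me2 region can hold expressed genes.

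The integrated virus on chromosome 6 is silent under H3K79me2 and H4K20me3 in both generations. Its 180 genes, Ec-06_004970 to Ec-06_006760, had 1 count among them over 4 libraries, from Ec-06_006620 in SP 2, and none was tested. H3K79me2 covered 100% of its bases in GA and 99.7% in SP (39.5 and 38% in the genome) and H4K20me3 99.7 and 84.4% (18.4 and 10.2% in the genome). H3K4me2 covered 0% in both (24.4% in the genome), H3K14ac 7.05 and 5.87%, and H3K36me3 60.6 and 24.3%. On sub-blocks alone H4K20me3 covered 94.2 and 33.5% (6.98 and 5.36% in the genome), H3K36me3 20.8 and 13.2%, and H3K79me2 99.4 and 99.3%. Of all windows of this length in the genome, 0.0606 and 0.0582% were covered as much by H3K79me2, and 0.0224 and 0.00298% by H4K20me3.

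**Figure D4:**
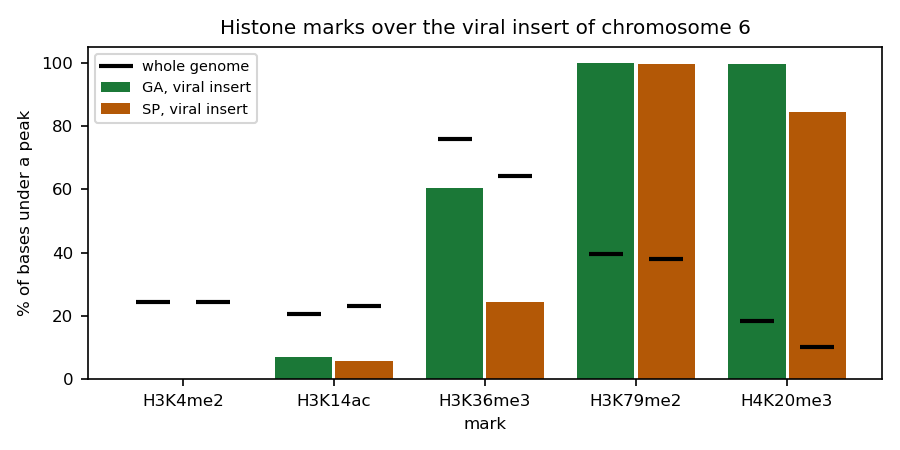
Share of the bases of the viral insert of chromosome 6 under a peak of each mark in each generation, with a black dash at the share of the whole genome.

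Most genes have the same marks in both generations, and generation-biased genes that change H3K4me2 mostly have it where they are expressed more. The state was the same in both generations for 97.1% of genes for H3K4me2, 92.3% for H3K14ac, 88.1% for H3K36me3, 97.9% for H3K79me2 and 84.2% for H4K20me3. Generation-biased genes changed H3K4me2 more often (10.2%) than other genes did (2.44%). Of 111 that changed, 101 (91.0%, interval 84.1 to 95.6) had the mark in the generation of higher expression. These were 47 of 52 in SP-biased and 54 of 59 in GA-biased genes (51.6% in the mean of all rotations; exact rotation p = 5.73e-05). Most genes that change H3K4me2 are not generation-biased: of 239 tested genes with it in SP only 19.7% were called higher in SP (median log2 0.18), and of those with it in GA only 32.5% were called higher in GA (median log2 -0.45). SAM, IDW17 (Ec-19_003550) and the SET gene Ec-15_002680 had H3K4me2 in SP only, IUP6 (Ec-11_006310), the lncRNA Ec-05_000125 and the pectin lyase fold gene Ec-20_003100 in GA only. H3K14ac did not follow expression (77 of 147, 52.4%; exact rotation p = 0.916). H3K36me3 did not by the rotation test (117 of 243, 48.1%; exact rotation p = 0.218), although the 74 tested genes with it in SP only lay above those with it in both generations (by log2 0.93 in the mean; exact rotation p = 6.38e-05), with 23% called higher in SP and 4.05% in GA. H4K20me3 was in the generation of higher expression more often than in rotations (143 of 250, 57.2%, against 44.8% in their mean; exact rotation p = 0.000172; 53.3% of 229 and p = 0.00481 without the first 2 Mb of chromosome 5). It was so for 114 of 129 GA-biased but only 29 of 121 SP-biased genes, and over all tested genes those with the mark in GA only were not shifted against those with it in both (exact rotation p = 0.905), while the 666 with it in SP only lay above them by log2 0.16 in the mean (exact rotation p = 0.00153). H3K79me2 had 31 of 48 (64.6%, exact rotation p = 0.00115), but 50.0% of 34 (p = 0.597) without that stretch. By this measure its link to expression is not seen outside that stretch. Over all tested genes, the 219 with it in GA only differed from those with it in both by log2 -0.45 in the mean (exact rotation p = 0.000255). The 70 with it in SP only did not differ past the test (exact rotation p = 0.152). These comparisons over all tested genes were not run without that stretch. The comparison of directions by Fisher's exact test, chosen after results were seen, gave p = 0.0125 for H4K20me3, 0.115 for H3K79me2 and 0.00937 for H3K36me3.

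**Figure D5:**
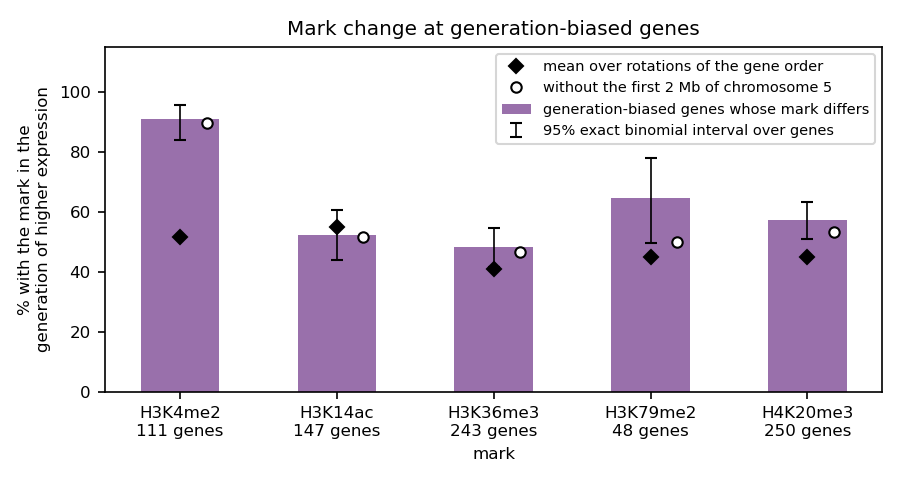
Share of generation-biased genes with a changed mark that have it in the generation of higher expression, with 95% exact binomial intervals, diamonds at the mean of all rotations and circles for the value without the first 2 Mb of chromosome 5.

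Neighbouring genes on opposite strands with adjacent starts (divergent pairs) lie close together. The 4687 divergent pairs had a median gap of 419 bp against 2275 bp for 5659 tandem pairs, in which both genes point the same way (exact rotation p = 6.9e-05). Both genes carried H3K4me2 in 83.9% of divergent and 57.2% of tandem pairs in GA (84.7 and 58.4% in SP) and H3K14ac in 72.6 and 50.9% (77.4 and 56.3% in SP). This difference is partly built in, because a single peak within 500 bp of starts that lie this close marks both genes. Adjacent starts do not make expression more alike than in tandem pairs: the correlation of log2 TPM was 0.329 in divergent and 0.304 in tandem pairs in GA (exact rotation p = 0.281) and 0.347 and 0.303 in SP (exact rotation p = 0.0647). The correlation of fold changes was 0.323 and 0.319 (exact rotation p = 0.957). At under 600 bp the 2715 divergent pairs were less alike (0.382 in GA) than the 751 tandem ones (0.749, exact rotation p = 0.000138), with 0.397 and 0.743 in SP (p = 0.000276). These sets include pairs with a gene too low to test: both genes were tested in 2608 divergent and 611 tandem pairs. In the tested pairs fold changes also correlated less in divergent (0.278) than in tandem ones (0.722, exact rotation p = 8.14e-05).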

Values the study reported

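The study counted 774 generation-biased genes, 503 of them higher in the sporophyte and 271 in the gametophyte, at adjusted p under 0.05, fold over 2 and TPM over 1 in both of its experiments. It gave a mean log2 fold change of 4.2 for the sporophyte genes and of 2.8 for the gametophyte genes, and it had 72 long non-coding RNAs on its list. Peaks within 500 bp of the start were reported for 77 to 83% of genes, and H3K36me3 was placed at 12,863 genes (74%).

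For H3K79me2 the study reported 74.5 Mbp or 37.2% of the genome, 36.6% of regions longer than 5 kbp with 1.85 genes each, and 49.3% of borders near a gene end. Of the long regions 0.3% (sporophyte) and 1.2% (gametophyte) were seen in a single generation. For the marks it associates with active genes, it found 82.7 to 97.1% of genes stable between generations, depending on the mark. Median distances of 409 and 2293 bp were given for divergent and tandem pairs, with Pearson coefficients of expression of 0.042 within all divergent pairs and 0.054 within those closer than 600 bp. Of the generation-biased genes that changed state it counted 76.1% with a gain of activation-associated marks in the generation of higher expression, a combined measure that was not computed here.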

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

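The checks on filled start positions and on the H3K36me3 cut-offs were fixed before their results were seen, and the checks of sampling noise, of chromosome 5 and of the H4K20me3 regions were chosen only after the pattern was seen.

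Reads were counted after duplicates had been removed, and fold changes shrink as the number of reads per exon base rises. Among genes under 0.05 reads per base 21.8% were called generation-biased, and above 0.8 reads per base 0.382% were, while the 95th percentile of the absolute log2 fold fell from 4.95 to 0.32. Filled start positions, where further reads of an abundant transcript are removed as duplicates, would bring the variance between replicates below counting noise. Among genes of 400 to 1200 counts it was 1.19 times (1.06 to 1.32) in 819 dense genes against 5.43 times (5.12 to 5.72) in 3388 sparse genes. Without matching of counts it was 0.97 times in the 523 genes above 0.8 reads per base, with no interval computed. At matched counts it lay far below that of sparse genes but not below counting noise, so this stays open. Smaller sampling noise is excluded as the only source, because at matched counts the 95th percentile of dense over sparse genes was 0.329 (0.241 to 0.400; 0.39 against 1.18). It may still add to the pattern, whose genes under 0.05 reads per base had a median count of 43. A gene with a high TPM and a small fold, such as Ec-11_000090 (378 TPM in GA, 164 in SP), may differ between generations by more than the 2.30-fold measured.

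Genes higher in GA crowd the first 2 Mb of chromosome 5, from Ec-05_000010 to Ec-05_000860. Loss of this stretch from the genome of the SP culture would remove its peaks. The covered share in SP over GA was 0.772 (0.678 to 0.821) in the median of 5 marks over 27 windows with a called gene. This argues against loss of the whole stretch. The ratio was 0.320 for H3K4me2, 0.338 for H4K20me3 and 1.10 for H3K14ac. The 50-kb windows also hold sequence outside called genes, so smaller losses within them are not excluded. A single long transcript split over many gene models is excluded, because the 45 called genes fall into 39 separate units. A difference between the cultures that is unrelated to the generation is not excluded, since each generation was sampled from its own cultures.

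More genes carry H3K36me3 in GA only (1934) than in SP only (147), and H4K20me3 in GA only (2071) than in SP only (686). For H3K36me3 the source stays open: genes with the mark in GA only were not lower in SP, with a mean log2 fold 0.12 (0.04 to 0.21; 1440 genes) above that of genes with the mark in both, and 0.12 also with genes without counts set at their bound, which would hold both for unequal cut-offs and for a change of the mark that leaves expression alone. For H4K20me3 a looser weaker cut-off in GA is excluded as the only source, because on the sub-blocks, which use the same stronger cut-off in both lists, 1544 genes in GA only against 745 in SP only still gave a ratio of 2.07 (1.90 to 2.26).

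Peaks were also listed on the female sex-determining region, which a male strain such as Ec32 does not carry. In GA and SP there were 24 and 30 peaks of H3K4me2, 65 and 68 of H3K14ac, 13 and 21 of H3K36me3, 39 and 36 of H3K79me2 and 7 and 6 of H4K20me3, against 9 RNA reads on its 22 genes over 4 libraries. These peaks were left out of every count of genes, and the cause was not tested.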

How the results depend on the processing

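Of the runs made beside the fixed ones, those on sub-blocks for genes that differ between generations, those that leave out a library for mark change and gene pairs, and those without the first 2 Mb of chromosome 5, on the workbook counts and with the correction for filled start positions were chosen only after results had been seen.

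The number of generation-biased genes (1092) depends most on the fold minimum. Without it 2030 genes pass, of which 1079 are higher in GA, so that 46.8% are higher in SP. Leaving out 1 library gave 694 to 922 genes, 403 to 578 of them higher in SP, and the cause was not tested. Counts corrected for filled start positions gave 1243 genes, 749 of them higher in SP and 494 higher in GA. The libraries share only a replicate number between generations, and a replicate block taken from it, run as a check only, gave 1148 genes, 1051 of them shared, and moved the TALE pair to adjusted p = 0.0529.

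With a correlation estimated from the 4 libraries no gene list passed: adjusted p = 0.376 for the generation-biased genes of the study, for membrane and transport, for genes that fall in imm mutants and for EsV-1-7 genes, 0.419 for metabolism, 0.467 for cell wall, regulation, transcription and TALE factors, 0.478 for genes that rise in imm mutants and 0.558 for lncRNAs. A larger correlation does not account for every loss. It was estimated at -0.240 for genes that fall in imm mutants, -0.0586 for EsV-1-7 genes and 0.00743 for membrane and transport. These values lie below the preset 0.01, and these lists lost their pass all the same. With 4 libraries this run has little power, so the losses do not show that the lists do not move. When 1 library was left out, adjusted p ranged from 0.0141 to 0.0836 for lncRNAs, 0.0477 to 0.164 for defence, 0.0158 to 0.0836 for genes that rise in imm mutants and 0.0363 to 0.0618 for TALE factors, and the cause was not tested.

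The share of genes with a mark moves with its definition, by construction. With the top-scoring 50% of peaks it was 77.8% (GA) and 78.4% (SP) for H3K4me2 and 55.4 and 66.9% for H3K14ac, within 250 bp 77.5 and 77.9%, and 71.2 and 75.9%, and within 1000 bp 83.1 and 83.5%, and 83.1 and 85.9%. Over 25% of the gene body it was 91.1 and 78.6% for H3K36me3, 32.2 and 31% for H3K79me2 and 15.2 and 5.74% for H4K20me3, and over 75% it was 27.8 and 27% for H3K79me2. On sub-blocks it was 90.4 and 78.4%, 28.0 and 26.7%, and 20.4 and 15.8% for the same marks. Runs ranked by score could not be made for these 3 marks, whose scores are all 0. Genes that differ between generations were 2.26% for H3K4me2 and 17.2% for H3K14ac on the top-scoring 50% of peaks, and 13.2% for H3K36me3, 1.83% for H3K79me2 and 13.1% for H4K20me3 on sub-blocks.

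Long H3K79me2 regions were 41.7% (GA) and 45.2% (SP) when counted from 3 kb, 24.8 and 26.2% from 10 kb and 17.3 and 17.9% on sub-blocks, again by construction. Regions found in 1 generation only were 2.45% in GA from 3 kb, 0.393 and 0.102% from 10 kb, and 0.276 and 0% on sub-blocks.

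At genes that change a mark, the share with H3K14ac in the generation of higher expression (52.4%) ranged from 48.0 to 55.6% when 1 library was left out, on both sides of its rotation mean. That of H3K36me3 (48.1%) was 43.9% (exact rotation p = 1) among genes over 4-fold, which reverses its small lean. For H3K79me2 it was 50.0% (exact rotation p = 0.597) without the first 2 Mb of chromosome 5. The cause was not tested for any of the 3.

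Divergent pairs correlated slightly more than tandem ones (by 0.02 in GA and 0.04 in SP, neither past the test), but this reverses among close pairs: the difference was -0.40 in GA and -0.38 in SP under 300 bp, -0.37 and -0.35 under 600 bp, and -0.31 and -0.30 under 1000 bp. Leaving out 1 library of SP gave 0.0407 and 0.0472, the latter past the test (exact rotation p = 0.0471). The cause was not tested.

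Of the other runs on these results 302 left the reading as it was. For single genes picked by the naming rules 649 runs left the call as it was, 16 lost it, all of them with 1 library left out, and 5 gained it, 4 of them for DMC1 (Ec-24_003430), whose adjusted p fell to 0.035 with DESeq2. The called SET and deacetylase genes are not in this tally, and some of them also lost their call with 1 library left out.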

Other observations

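The region of chromosome 13 described here and all comparisons in this part were chosen only after the values were seen.

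A cluster of SP-biased genes lies on chromosome 13 between 5.0 and 5.5 Mb, from Ec-13_003240 to Ec-13_003760. Of 49 tested genes 19 were called higher in SP and only Ec-13_003340 higher in GA (adjusted p = 6.41e-12 among the 810 window tests by Fisher's exact test), with a median log2 fold of 3.46 (1.35 to 5.71) and 50.1 TPM in SP against 3.67 in GA. The 19 genes include 2 long non-coding RNAs and none with a description. H3K4me2 was present at 36.8% of them in GA and 57.9% in SP. On chromosome 5 the first 2 Mb hold Ec-05_000860, a gene with an RGS domain of G-protein signalling that follows 8 tested genes that were not called, and Ec-05_000600, a nuclease derived from a Harbinger transposon. Called genes of these 2 Mb had H3K79me2 at 60.0% in GA and 28.9% in SP, and windows that hold a called gene were covered by H4K20me3 at 86.2% in GA and 29.1% in SP, against 45.3 and 25.2% in windows of that stretch without one. Unplaced scaffolds had 17.6% of tested genes called (exact rotation p = 0.00721, or 0.209 adjusted over chromosomes) and chromosome 1 had 2.13%. Reads that map to several places cannot be told apart in a count table, and a difference between the cultures other than the generation is not excluded for either cluster.

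Genes with H3K79me2 alone or H4K20me3 alone had more exons (9.34 and 9.50 on average in GA) than genes with neither (7.62) or with both (7.57). In SP the means were 8.79 and 10.9 for a single mark, 7.46 with neither and 7.91 with both. In GA, H3K4me2 lay at the start of 86.1% of genes with neither, 71.5% of those with H3K79me2, 77.3% of those with H4K20me3 and 66.4% of those with both. The class with both includes the 180 silent genes of the viral insert, none of which had H3K4me2. H3K14ac lay at 78.5, 67.3, 82.5 and 73.5% of them, so it was more frequent with H4K20me3 alone than with neither. The study describes fewer exons in genes with either mark, comparing all genes with a mark to all genes without it, mainly in sporophytes. Genes with a single mark differ here from genes with neither in the opposite direction. In SP the mean exon number was lowest in genes with neither mark. The groups are unlike, but the comparison of the study was not made here, so this is not shown to be the reason.

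Tandem genes that lie close together correlate in expression, and the cause was not tested. At under 200 bp apart 268 tandem pairs correlated at 0.870 in GA, and at under 600 bp the downstream gene lacked H3K4me2 in 41.8% of pairs and the upstream gene in 20.9%. Both genes were tested in 179 of the 268 pairs, and pairs with a gene too low to test are part of that correlation. Over all 751 tandem pairs under 600 bp the correlation was 0.749 in GA and 0.743 in SP, with 0.293 and 0.251 in those with H3K4me2 at both starts and 0.565 and 0.487 in those whose downstream gene alone lacks it. Choosing pairs by the mark also narrows their range of expression, so these values do not show an effect of the mark. The 520 close convergent pairs correlated at 0.456 in GA. Fold changes, taken over the 452 of them with both genes tested, did not (-0.0360, against 0.278 in close divergent pairs). In linear TPM the correlation of divergent pairs was 0.193 in GA and 0.201 in SP, and under 600 bp apart 0.193 and 0.194. This is higher than the study gives for either set.

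In a single experiment 433 genes were called higher in GA here. This is more than the study lists, which asked for the same call in both of its experiments.

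The workbook and the count table differ in the counts of 252 genes on 27 chromosomes, and which of them is right was not settled. Fold changes in the authors' deposited table correlated with those here at 0.458 for these genes and at 0.9995 for the others. Of 17 such genes on the list of the study 5 were not called here. Among them, Ec-11_001510 had a log2 fold of -0.72 here and of -2.19 in the authors' deposited table. In that table Ec-02_001050 and Ec-13_003350 do not pass either (DESeq2 adjusted p = 0.758 and 0.680), and Ec-02_002960 has no value.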
